# A new developmental mechanism for the separation of the mammalian middle ear ossicles from the jaw

**DOI:** 10.1098/rspb.2016.2416

**Published:** 2017-02-08

**Authors:** Daniel J. Urban, Neal Anthwal, Zhe-Xi Luo, Jennifer A. Maier, Alexa Sadier, Abigail S. Tucker, Karen E. Sears

**Keywords:** apoptosis, marsupial, Meckel's cartilage, origin of mammals, TGFB signalling

## Abstract

Multiple mammalian lineages independently evolved a definitive mammalian middle ear (DMME) through breakdown of Meckel's cartilage (MC). However, the cellular and molecular drivers of this evolutionary transition remain unknown for most mammal groups. Here, we identify such drivers in the living marsupial opossum *Monodelphis domestica*, whose MC transformation during development anatomically mirrors the evolutionary transformation observed in fossils. Specifically, we link increases in cellular apoptosis and *TGF-BR2* signalling to MC breakdown in opossums. We demonstrate that a simple change in *TGF-β* signalling is sufficient to inhibit MC breakdown during opossum development, indicating that changes in *TGF-β* signalling might be key during mammalian evolution. Furthermore, the apoptosis that we observe during opossum MC breakdown does not seemingly occur in mouse, consistent with homoplastic DMME evolution in the marsupial and placental lineages.

## 1. Introduction

The evolutionary origin of the definitive mammalian middle ear (DMME) is often cited as a textbook example of evolutionary transformation [1–3]. Reptiles and pre-mammalian synapsids possess multiple bones in the jaw but only a single bone (stapes) in the middle ear. By comparison, all mammals possess a single dentary bone in the jaw, and multiple bones in the middle ear, namely the malleus, incus and ectotympanic, in addition to the stapes. The incorporation of multiple bony elements into the middle ear increased the hearing sensitivity of mammals, most notably to high-frequency sounds, a trait that is thought to have benefited the mammalian lineage [4,5]. In addition, the DMME is one of the few, key bony hallmarks for the origins of Mammalia in the fossil record [2,6,7].

Significant developmental and palaeontological evidence suggests that the malleus and incus of the mammalian ear evolved from the articular and quadrate of the reptilian jaw, respectively. Beautiful fossils encompassing the reptile to mammal transition document the transformation of the reptilian jaw elements into mammalian middle ear ossicles (for an overview, see [3]). A similar transformation occurs during mammalian development, and has been documented in the embryos of multiple mammal species [1–3,8–10]. Furthermore, developmental genetic evidence from mouse [9,11] and chick [12] has confirmed that the articular and quadrate (malleus and incus, respectively) initially form as a single cartilaginous condensation that expresses *Bapx1* and is physically linked to Meckel's cartilage (MC) of the jaw. However, while the fact that jaw elements transform into middle ear ossicles over developmental and evolutionary time is generally accepted, the specific developmental processes driving this transformation remain largely unknown. This gap in knowledge significantly impairs our understanding of processes that have fundamentally shaped the course of mammalian evolution.

In this study, we investigate the cellular and molecular processes driving a crucial first step in the evolution of the mammalian middle ear ossicles (i.e. malleus, incus)—their disconnection from the jaw. This occurred ancestrally in at least three lineages of Mesozoic mammals (monotremes, multituberculates and therians (marsupials + placentals)) [13,14], and occurs early in the development of extant mammals, through the breakdown of the part of MC connecting the malleus and ectotympanic to the dentary [15–18]. Although it was once suggested that the physical process of brain expansion separated mammalian middle ear elements from the dentary [19], this claim has since been refuted [16,20–22]. To explore the disconnection of the middle ear elements from the jaw, we thus investigated the processes driving MC breakdown by taking advantage of the unique development of a living marsupial mammal, the grey, short-tailed opossum *Monodelphis domestica*.

Like other marsupials, opossums are born in a premature state [23]. Of most relevance to DMME development, the malleus and incus of newborn opossums remain attached to the jaw in a reptile-like morphology. The malleus remains physically connected to the jaw for a few weeks after birth. At that point, MC breaks down, and the malleus and incus detach from the jaw. The squamosal-dentary joint then becomes dominant and the malleus and incus become part of the DMME [15,17,18]. The malleus and incus are also initially attached to the jaw and detach through MC breakdown in placentals, such as mice. However, the mouse malleus and incus achieve their adult positions by birth, and MC breakdown occurs shortly thereafter (between P1 and P2) [8]. The malleus and incus are therefore never a part of the postnatal mouse jaw. Furthermore, while the gestational times are not equal (mice approx. 20 days, opossums approx. 14 days), the separation of MC from the jaw is still distinctly delayed in opossums, equivalent to occurring after two weeks of postnatal age in mice. As the development of the opossum DMME anatomically mirrors the progression of DMME evolution in the mammalian fossil record, the opossum provides an exceptional, living model system for MC breakdown.

In this report, we use anatomical, cellular, gene expression and functional assays to provide the first evidence for the cellular and molecular basis for MC breakdown in opossum. Specifically, we produce evidence correlating increases in apoptotic cell death and functionally linking changes in *TGF-β* signalling to the breakdown of MC, and the associated freeing of the middle ear ossicles from the jaw, in opossums. Given the similarity between opossum development and mammalian evolution, it is possible that similar processes contributed to at least some instances of MC breakdown and the associated formation of the DMME during the reptile to mammal transition.

## 2. Material and methods

### (a) Sample collection

Opossum (*M. domestica*) pups were collected from a breeding colony maintained by the Sears Lab at the University of Illinois at Urbana-Champaign (UIUC) [24], in accordance with fully approved IACUC procedures. Specimens were euthanized via carbon dioxide inhalation, followed by cervical dislocation, and heads were severed at approximately the third cervical vertebrae.

### (b) Micro-CT

Opossum pups were first collected on postnatal day 1 and at 5-day intervals thereafter (day 5, 10, 15…), up to postnatal day 35 (*N* = minimum of three per stage), and heads were skinned and fixed in 4% paraformaldehyde overnight at 4°C. On the following day, specimens were dehydrated in a methanol series into 100% MeOH, and stored at −20°C. X-ray absorption in cartilage is similar to that of soft tissue and can be difficult to differentiate. To account for this, we dried the heads using a Tousimis 931 Series Critical Point Dryer with a critical point set more than 1072 psi and more than 31°C for 15–20 min depending upon head size to increase the visualization of cartilage tissues. Critical point drying allows the tissue to dry rapidly at high pressure and thereby preserves size and shape. Imaging of the heads was conducted on an Xradia Bio MicroCT (MicroXCT-400). X-ray specifications were set to source voltage 20–40 kV, power 4.0–8.0 W and current 200 µA, depending upon the extent of ossification for each specimen. We used a 0.5× lens with 1× binning, and captured approximately 800–900 images per sample. The developing cartilage elements of the middle ear and jaw were hand-traced for every individual MicroCT image to insure correct placement of all relevant cartilaginous structures (as cartilage structures are often difficult to visualize using auto-reconstructions), and the tracings incorporated into overall skull reconstructions. Three-dimensional reconstruction and analysis was conducted using Amira 5.6.0 software (FEI Visualization Sciences Group, Bordeaux, France).

### (c) Immunofluorescence

In total, 16, 18 and 20-day old opossums were cryosectioned, and put through immunofluorescence (IF) staining to highlight apoptosis (using EMD Millipore ApopTag Fluorescein In Situ Apoptosis Detection Kit (S7110), an indirect TUNEL method), autophagy (using Anit-LC3B antibody (ab51520 from Abcam), and cellular proliferation (using Phosphohistone H3 (Ser10) antibody from Cell Signaling Technology) [25,26]. More detailed IF methods can be found in the electronic supplementary Materials and Methods.

### (d) Gene expression assays

Additional samples were cryosectioned to collect tissue for RNA-Seq. *N* = 3 specimens were collected for each stage (16, 18 and 20 day) and an Arcturus Veritas Microdissection Instrument was used to laser capture microdissect (LCM) the MC and malleus (with minimal surrounding perichondrium) focusing on their connection area. RNA isolation was completed using an Arcturus PicoPure RNA Isolation Kit, and the Clontech SMARTer Ultra Low Input RNA Kit for RNA amplification. RNA-Seq Libraries were constructed using a Nextera XT DNA Sample Preparation Kit. High-throughput sequencing was conducted on an Illumina HiSeq 2500, at the W.M. Keck Center for Comparative and Functional Genomics at the University of Illinois [27]. RNA-Seq analysis was conducted on the UIUC Web-based Galaxy [28] platform (galaxy.illinois.edu), using the Tuxedo protocol [29,30]. The Database for Annotation, Visualization and Integrative Discovery (DAVID) Bioinformatics Resource (david.ncifcrf.gov) [31] was also used to identify Gene Ontology (GO) terms. Resulting datasets will be deposited and made freely available in NCBI upon acceptance and publication. For more details about RNA-Seq methods, see electronic supplementary Materials and Methods.

The differential expression of select RNA-Seq genes, namely *TGFbr2* and *WISP1*, was confirmed using fluorescence *in situ* hybridization (FISH, probes from Molecular Instruments, XM_007505215 accession number for TGFBR2, XM_007488362.2 accession number for WISP1) [32] on cryosectioned slides from 16, 18 and 20 day specimens. For details, see the electronic supplementary Materials and Methods.

### (e) TGF-β knockdown

We performed intraperitoneal injections of TGF-β neutralizing-antibody (TNA; TGFb1,2,3—MAB1835 from R&D Systems) or control solution (TGF-β vehicle) into opossum pups every day from P16 to P22 [33]. The antibody was administered at 10 ng kg^−1^. Pups were euthanized on postnatal day 22. To confirm the knockdown of *TGF-β* signalling, we cryosectioned the middle ear regions of TNA and control pups at P22, and performed IF for anti-p-Smad2 (Cell Signaling Technology) [34]. pSMAD is a downstream protein of *TGF-β* signalling [34–36]. MC morphology was visualized using micro-CT scanning and clearing and staining [34], and apoptotic cells (Cell Signaling Technology) using TUNEL on cryosectioned middle ear sections. The length and width of the skull and ectotympanic was measured in triplicate and averaged for each micro-CT scanned TNA and control pup, and statistically compared using the Wilcoxon–Mann–Whitney rank sum test [26]. For details, see the electronic supplementary Materials and Methods.

## 3. Results

To provide a reference time point for further assays, we first sought to confirm the timing of the separation of MC and the malleus during opossum development. Using refined micro-CT scanning, we found that the first separation between MC and the malleus appears at P20 (electronic supplementary material, figure S1).

We next performed IF on middle ear sections to assess the cellular processes of apoptosis, autophagy and proliferation in the opossum MC during its breakdown at P20. We observed no change in the levels of cellular proliferation or autophagy in tandem with MC separation at P20 in opossum (figure 1; electronic supplementary material, figure S3). By contrast, TUNEL staining reveals a clear line of apoptotic cells along MC's posterior edge at this time (figure 1). The line of cell death traverses cell layers, always adheres to the posterior edge of the degrading MC, and is not present before P20 (figure 1). The line of cell death is also definitively distinct from ossification-related apoptosis occurring in the malleus, and the portion of MC adjacent to the line of cell death does not ossify in extant mammals [37]. To facilitate comparison of our cell death results from opossum with those from mouse, we also performed TUNEL on middle ear sections of P1 and P2 mice (the time of MC breakdown in mouse [8]). Unlike the situation in opossum, we did not observe any apoptotic cells in the mouse MC during its breakdown (figure 1, note that apoptosis is not observed in the mouse malleus, as in opossum, as MC breakdown in mouse occurs before the onset of malleus ossification).

**Figure 1.**
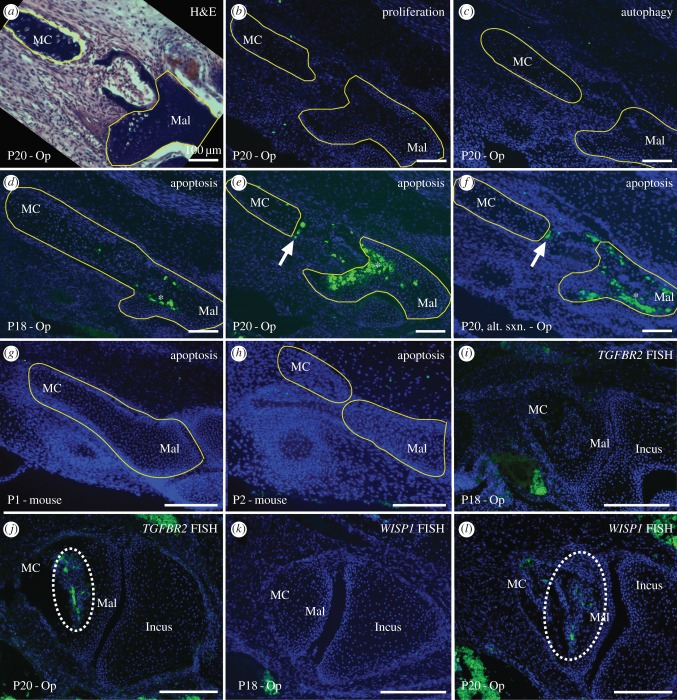
Middle ear sections of opossum postnatal day (P) 18 (*d*,*i*,*k*) and P20 (*a*–*c*,*e*,*f*,*j*,*l*), and mouse P1 (*g*) and P2 (*h*) in dorsal view, showing the MC and malleus (Mal) separation. All except (*a*) are counterstained with DAPI (nuclear stain, blue cells). (*a*) Haematoxylin and eosin stain for anatomical reference, showing MC on the left and Mal on the right. (*b*) Proliferation IF (green cells) shows few proliferating cells, and none near MC breakdown. (*c*) Similarly, autophagy IF (green cells) shows no autophagy near MC breakdown. (*d*–*f*) Apoptosis TUNEL (green cells) shows significant death in the anterior malleus (asterisks in *d*–*f*), that is associated with ossification rather than MC breakdown. However, a distinct apoptotic line is present along the MC's posterior edge at P20 (white arrows in *e*,*f*). (*g*,*h*) Apoptosis TUNEL (green cells) in mice shows no apoptosis associated with MC breakdown. (*i*–*l*) FISH for *TGFBR2* (*i*,*j*) and *WISP1* (*k*,*l*) (green cells, circled with broken white lines) shows gene expression during MC breakdown at P20 (*j*,*l*), but not before (*i*,*k*). Scale bars, 100 µm.

To investigate the molecular drivers of MC breakdown in opossums, we used LCM to excise MC and its perichondrium immediately anterior to the malleus from P16 and P18 (before breakdown), and P20 (breakdown initiation), and performed RNA-seq on the collected tissues (electronic supplementary material, figure S2). 

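RNA was sequenced from laser-captured tissue of 3 opossums at each of P16, P18 and P20. The paper's results name this tissue as MC and its perichondrium, while its methods and the sample labels also name the malleus. The captured RNA was amplified with a kit for very small inputs before the libraries were made. The submitters' processing notes name TopHat, Cufflinks and Cuffdiff, which align reads, assemble transcripts and test for differential expression, and their versions and the genome build are not given in the sources used here. The authors deposited the mean expression of each condition in FPKM (fragments per kilobase of transcript, scaled for library size), with Cuffdiff's p-value and q-value for each pair. How the libraries were scaled to each other is not given in the sources used here. Values are given per TSS group, a set of transcripts of a gene that share a transcription start site. The table holds no value per animal, so the spread between animals and the depth of each library are unknown and no error can be given beside a mean. It codes the 3 conditions as q1, q2 and q3, and neither the table nor the paper's text pairs these codes with P16, P18 and P20, so the codes are used here. For q2 against q1 the authors' deposited table lists 37421 TSS groups of 22725 genes, of which 14363 were tested. For q3 against q1 the copy used here lists 28026 of these TSS groups (74.9%) whether called or not, of which 13485 were tested, and beyond them only called groups. The groups of chromosomes 8 and X and part of those of chromosome 1 are among those not listed in full. For q3 against q2 it lists only the called tests. A gene was taken as called at a q-value under 0.05 and a log2 fold change of at least 2 in either direction, without a new fit. Lists of genes of cell types and pathways were written before the data were examined. For these, FPKM was summed over a gene's TSS groups, and the median log2 ratio of a list was ranked among 10000 random lists of genes of like expression.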

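Cuffdiff called 283 genes in the 3 comparisons of the authors' deposited table, of which 280 were called in q3 against q1 or q2. These 283 are 2.40% of the 11769 genes with a tested TSS group. Between q1 and q3 the authors' deposited table calls 267 genes higher in q3 and 1, which is listed at 0 in q3, lower. Between q2 and q3 it calls 21 genes, all higher in q3. Between q1 and q2 the deposited table of the authors calls 5 genes, of which 2 were higher in q2 and 3, U6atac, MYL2 and an unnamed gene, are listed at 0 in q2. With p-values adjusted within this comparison none of the 5 is called. The smallest p deposited is 5e-05, which is too large for so few among 14363 tests to pass, so this does not speak to their strength. The largest rise from q1 to q3 among called genes with a symbol and an FPKM of at least 1 in both conditions was that of GPNMB, a membrane glycoprotein of macrophages, clasts and osteoblasts. In the authors' deposited table its FPKM was 5.42 in q1, 34.3 in q2 and 193 in q3 (q = 0.0206 for q2 and 0.00446 for q3, each against q1). The next were LAT, an adaptor of T cell receptor signalling, at a log2 fold change of 4.58 and PHLDA3, a p53 target that inhibits Akt signalling, at 4.53 in the authors' deposited table. They were followed by ABCB8, PEX19, CAP1, COL10A1, CA7, LYRM2 and LDHB, at 4.47 to 4.06 in the authors' deposited table. COL10A1 encodes the collagen of hypertrophic cartilage, and its FPKM went from 2.36 to 41.0 (q = 0.0322 in the authors' deposited table). The smallest rises among called genes of this kind were those of RPS27A, PSMC4, PSMA6, COL5A1, SFRP2, SLK, DYNC1H1, EIF3E, WDR1 and ANXA1, with log2 fold changes of 2.17 to 2.41 in the authors' deposited table. From q2 to q3 the 12 called genes of this kind were CRYGN, TTLL9, IL21R, ADAM15, CRAT, IPO9, THOC3, DYNLT3, SLC30A1, SGSM3, CYP1B1 and RNF149, with log2 fold changes of 5.54 to 2.70 in the authors' deposited table.

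These calls stand within a shift of all genes. Of the 11959 tested TSS groups with a mean FPKM of at least 1, 91.4% were higher in q3 than in q1, and their median log2 ratio was 2.10. The same median was 0.66 for q2 against q1 and 1.43 for q3 against q2. Relative to it GPNMB was higher in q3 than in q1 by 3.05 on the log2 scale, COL10A1 by 2.01 and RPS27A by 0.07. With fold changes centred on this median, 36 of the genes called between q1 and q3 kept a log2 fold change of at least 2. Of these, 29 have a measured fold change, all higher in q3, and 7 are listed at 0 in one condition, so centring cannot move them. The fold threshold itself removed no call, since the smallest log2 fold change of a gene called at a q-value under 0.05 was 2.17 in size in the authors' deposited table.

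**Figure D1:**
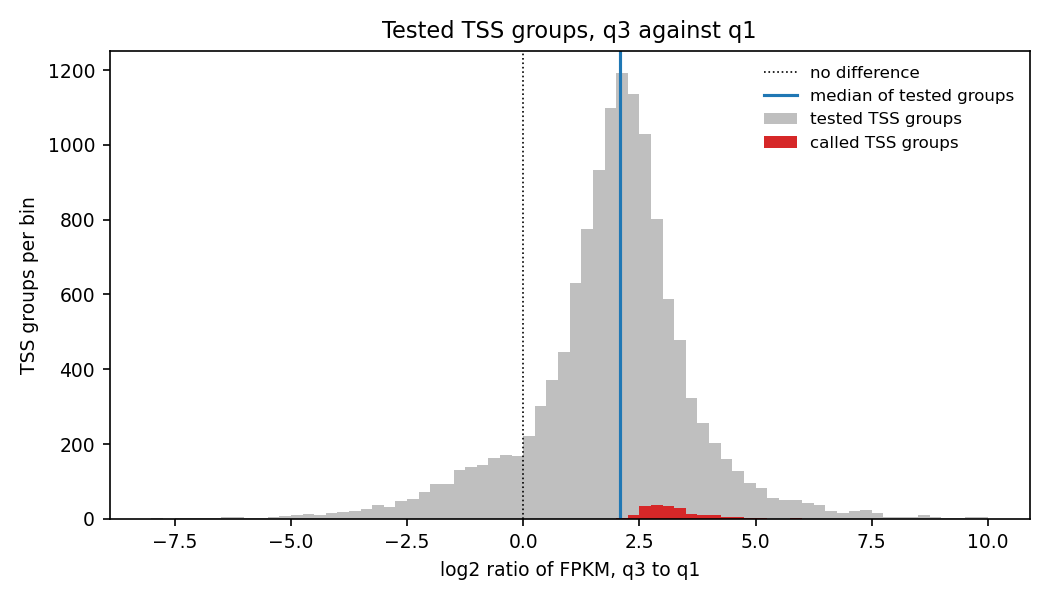
Distribution of the log2 ratio of FPKM in q3 to FPKM in q1 over tested TSS groups with both values above 0 (x axis, in bins of 0.25), as the number of TSS groups per bin (y axis). Grey bars are the 13118 of 13424 TSS groups that lie from -8 to 10, red bars are the 194 called ones among them, the dotted line marks equal FPKM, and the blue line marks the median of the tested TSS groups with both values above 0, 2.08.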

We identified fewer than 300 genes (less than 3%; electronic supplementary material, table S1) that are differentially expressed by a log-fold change of greater than or equal to 2 at and before P20. Our GO term analysis identified significantly upregulated genes with roles in processes including apoptosis, including *TGFBR2* [38] and *WISP1* [39,40], as well as roles in bone breakdown and cartilage resorption, such as *MMP9* [41,42], *ACP5* [43,44] and *CTSK* [45]. 

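TGFBR2 encodes the type II receptor of TGF-β and WISP1 a secreted protein of the CCN family. Both rose from q1 to q3. TGFBR2 (TSS525279, chromosome 8 from 290921351 to 291007892, in a genome build not given in the sources used here) had an FPKM of 1.76 in q1, 7.99 in q2 and 22.7 in q3 in the authors' deposited table. Its log2 fold change from q1 to q3 was 3.69 (q = 0.00446 from Cuffdiff in the authors' deposited table), which is 1.58 above the median of tested TSS groups with a mean FPKM of at least 1. From q1 to q2 it did not pass the test (p = 0.0057, q = 0.330 in the authors' deposited table). WISP1 (TSS209629, chromosome 3 from 412111897 to 412156766) had an FPKM of 8.67 in q1, 38.9 in q2 and 70.6 in q3 in the authors' deposited table. Its log2 fold change from q1 to q3 was 3.03 (q = 0.00446 in the authors' deposited table), 0.92 above the same median, and it did not pass the test from q1 to q2 (q = 0.145). Of the 13424 tested TSS groups with both values above 0, 12.3% had a larger ratio of q3 to q1 than TGFBR2 and 21.4% a larger one than WISP1. Neither gene is among the called tests of q3 against q2. From q2 to q3 the log2 ratio was 1.51 for TGFBR2 and 0.86 for WISP1. The median of tested TSS groups with a mean FPKM of at least 1 was 1.43 for this step. From q1 to q2 the ratios were 2.18 and 2.17, where that median was 0.66. In these condition means both genes thus stood above the shift mainly from q1 to q2, but the difference between the steps was not tested. The medians also cover differing sets, 12559 TSS groups from q1 to q2 and 11750 from q2 to q3. The second set leaves out chromosome 8, which holds TGFBR2.

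The 3 genes of resorption had larger FPKM, and none of their TSS groups was called in any comparison. Tests per gene were not analysed here. ACP5, the acid phosphatase TRAP of clasts (TSS209682, chromosome 3 from 429424963 to 429435300), had an FPKM of 368 in q1, 942 in q2 and 4403 in q3, with p = 0.0036 and q = 0.232 for q3 against q1 in the authors' deposited table. CTSK, the collagen-degrading protease cathepsin K (chromosome 2 from 495950337 to 495981404), has 3 TSS groups. Summed over them its FPKM was 671 in q1, 2935 in q2 and 12823 in q3, and the smallest p for q3 against q1 was 0.01335 (q = 0.576 in the authors' deposited table). MMP9, a gelatinase (chromosome 1 from 449604033 to 449610513), has 2 TSS groups, which sum to 194 in q1, 358 in q2 and 2813 in q3, with a smallest p of 0.20965 (q = 0.649 in the authors' deposited table). The log2 ratios of q3 to q1 of these sums are 3.58 for ACP5, 4.26 for CTSK and 3.86 for MMP9. Fold changes from q1 to q3 were also centred on the median of tested TSS groups with a mean FPKM of at least 1. TGFBR2, WISP1, ACP5, both TSS groups of MMP9 and TSS130798 of CTSK then fell below a log2 fold change of 2. The other TSS groups of CTSK, TSS130797 and TSS130799, stayed above 2. From the GO terms of its upregulated genes, the paper names apoptosis, bone breakdown and cartilage resorption as processes in which these genes have roles.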

Given our cellular results, we chose to further investigate the identified genes with roles in processes including apoptosis.

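A list of genes that carry out or regulate apoptosis had its median at the level of the shift of all genes. It holds genes that promote apoptosis and genes that block it, so its median gives no direction of the process. Of 33 such genes listed before the data were examined, 23 are in the table and Cuffdiff called none in any comparison. Of the 13 whose test of q3 against q1 is listed, 4 were higher at an unadjusted p under 0.05 (BIRC5, BMF, CASP9 and MCL1), none was lower, and none passed when adjusted over the list alone. The median log2 ratio of q3 to q1 of the 12 members with both values above 0 was 1.99, at percentile 53.1 of the random lists. DIABLO and BAX had the highest mean expression among them. DIABLO, a mitochondrial protein that frees caspases from their inhibitors, had a summed FPKM of 8.84 in q1 and 35.5 in q3. BAX, which permeabilizes the outer mitochondrial membrane, had an FPKM of 7.91 in q1 and 26.0 in q3 in the authors' deposited table (q = 0.649). For q2 against q1 the median of the list was 0.73 over 17 genes, at percentile 70.9, and none had an unadjusted p under 0.05. Neither TGFBR2 nor WISP1, to which the paper gives roles in processes including apoptosis, is in this list. Both were called in q3 against q1, so the list does not cover all such genes.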

We performed FISH for *TGFBR2* and *WISP1* on opossum middle ear sections from P16, P18 and P20. We found that both genes are either not expressed or are expressed at very low levels in the MC region at P16. However, both genes are strongly expressed in the MC region at P20 (figure 1). The upregulation of these genes during MC breakdown is consistent with them having a role in this process.

To further test the hypothesis that *TGF-β* signalling contributes to MC breakdown in opossum, we injected a TNA or control solution (TGF-β vehicle) into opossum pups and assessed the impact on phenotype [33]. Consistent with *TGF-β* signalling inhibition, significantly more pSMAD-positive cells are present in control than TNA treated pups (*p* = 0.0001, electronic supplementary material, figure S3). Control pups also display a line of TUNEL-positive apoptotic cell death at the leading edge of MC breakdown, while apoptotic cells are absent from TNA pups (figure 2). In addition, micro-CT (figure 2) and clearing and staining (electronic supplementary material, figure S4) results show that MC and the malleus of TNA remain connected at P22, while those of controls have separated. All other DMME components have similar structures in control and TNA pups (figure 2; electronic supplementary material, figure S4). For example, the lengths and heights of the ectotympanic and skull overlap for TNA and control pups, and do not significantly differ between the two (skull length, *p*-value = 0.15; skull height, *p*-value = 0.57; ectotympanic length, *p*-value = 0.15; ectotympanic height, *p*-value = 0.15).

**Figure 2.**
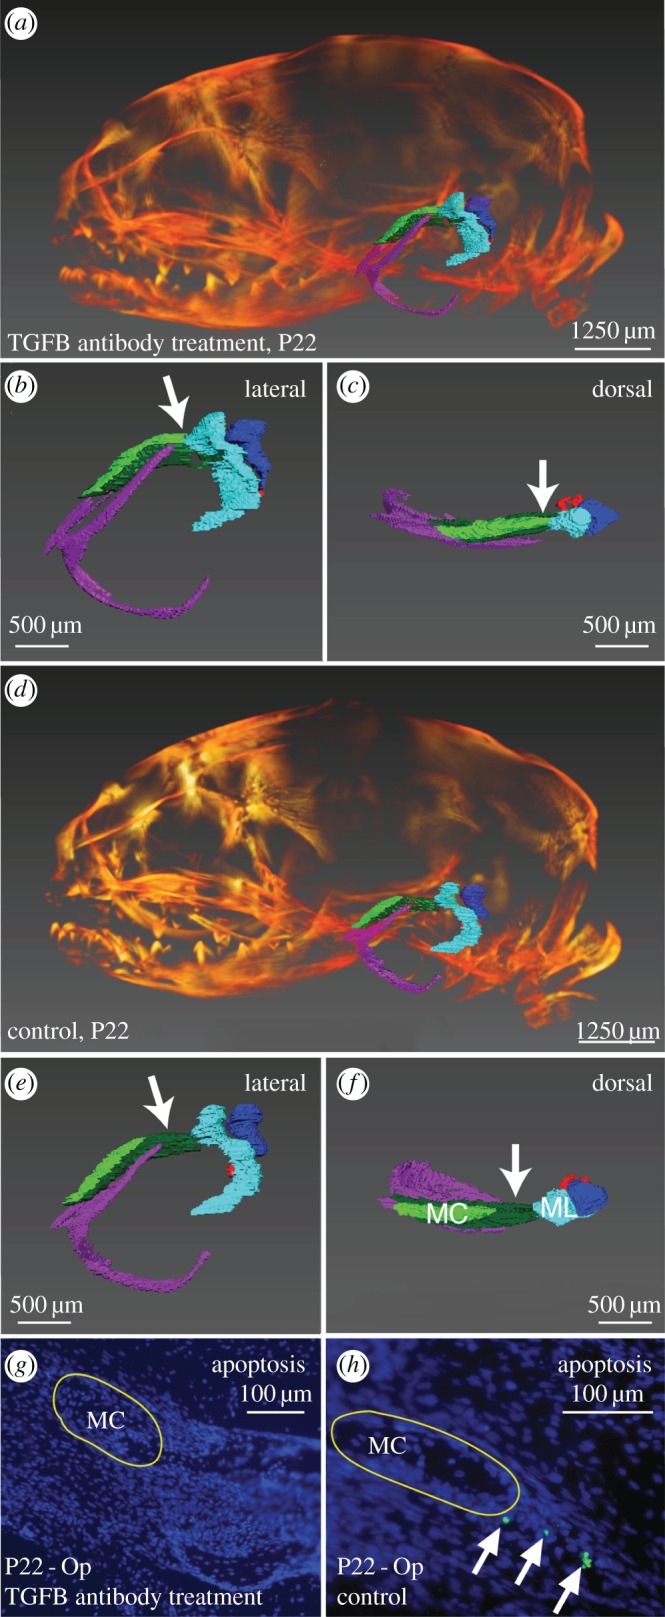
Micro-CT reconstructions (*a*–*f*) and dorsal sections (*g*,*h*) of *TGF-β* neutralizing-antibody (TNA) treated (*a*–*c*,*g*) and control (*d*–*f*,*h*) opossum pups at postnatal day (P) 22. Middle ear elements are coloured for micro-CT (MC, light green; ectotympanic, purple; goniale, dark green; malleus, light blue; incus, dark blue; stapes, red). (*A*–*f*) Micro-CT reconstructions of the whole skull in TNA (*a*) and control pups (*d*), and of isolated middle ears in lateral (TNA = *b*, control = *e*) and dorsal (TNA = *c*, control = *f*) views. In TNA pups, MC (light green) is contiguous with the malleus (light blue), white arrows (*b*,*c*) show connection. By contrast, the MC and malleus have disconnected in controls, white arrows (*e*,*f*) show separation. (*g*,*h*) Apoptosis TUNEL (green cells) on MC sections shows MC-related apoptosis is absent from TNA pups (*g*), but present (white arrows) in controls (*h*). Mal = malleus.

## 4. Discussion

Our results suggest that MC breakdown begins at P20 in opossums, consistent with prior studies which found that: MC and malleus are separated by the end of the third week of postnatal development [19], and that by P20 the middle ear ossicles are no longer connected to the dentary [46]. Our IF studies of developing opossums at this stage are consistent with an increase in apoptotic cell death, but not changes in cellular autophagy or proliferation, contributing to the initiation of MC breakdown and the separation of the middle ear ossicles and jaw during opossum development. In contrast to these findings, past studies have suggested a role in MC breakdown for cellular autophagy but not apoptosis in mice [11,47,48], and one concurrent study a role for clast-activity in mice and opossums in MC breakdown [49]. 

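Genes of clasts, the multinucleated cells that resorb bone and mineralized cartilage, lay above the shift of all genes in the RNA-seq of the captured opossum tissue. Those of cartilage matrix lay below it. By the paper's methods this tissue holds malleus as well as MC, and the values do not tell the 2 apart. The median log2 ratio of q3 to q1 was 3.73 over the 14 clast genes with listed tests, 1.74 above the median of 1.99 over all 9003 genes, and above that of every one of the 10000 random lists. Of these 14 genes, 13 lay above the median of all genes, and the exception was TNFRSF11A, the receptor RANK. The clast list was not the only one apart in this comparison. Oxidative phosphorylation was at percentile 99.7, interferon response at 99.4, neural and Schwann genes at 0.03 and neutrophil genes at 0.06. Genes of a list can vary together and random lists do not keep this, so such ranks are less rare than they look. Cuffdiff called none of the 18 clast genes in the table, and none passed when adjusted over the list alone. At an unadjusted p under 0.05 in any TSS group, 5 of the 14 were higher (ACP5, CTSK, NFATC1, SPI1 and TNFRSF11A) and none was lower. Of all 13485 tests of q3 against q1, 2626 (19.5%) had such a p, 2611 of them higher. The 14 genes hold 30 tests, so a gene can have several chances to pass. The count of genes is therefore not comparable with this share of tests. For q2 against q1 the median over 15 clast genes was 1.96, which is 1.32 above that of all genes, and again above every random list. This comparison shares q1 with the other. MMP9, ACP5 and CTSK, which the study chose from these data, are in the list. Without them the median for q3 against q1 was 3.60, still above every random list. NFATC1, the transcription factor of clast differentiation, went from a summed FPKM of 3.46 to 36.6, and ATP6V0D2, a proton pump subunit of clasts, from 3.36 to 89.8. Both were chosen after their values were seen.

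Of the genes of macrophages and other myeloid cells, 9 had a median of 2.40, at percentile 77.4 of the random lists, and none was called (2 higher and none lower at an unadjusted p under 0.05) or passed when adjusted over the list alone. Among 14 genes of osteoblasts and bone matrix the median was 3.15, at percentile 99.98. Cuffdiff called 3 of the 18 in the table higher in q3, and 9 of the 14 passed when adjusted over the list alone. The p-values test against no change rather than against the shift of all genes, so this count does not set the list apart. The 3 called were ALPL, alkaline phosphatase, BGLAP, osteocalcin, and SPP1, osteopontin, which is also abundant in clasts. In the authors' deposited table their FPKM went from 27.7 to 296 (q = 0.00446), from 340 to 3089 (q = 0.00858) and from 339 to 3610 (q = 0.0322). Of 14 genes of hypertrophic chondrocytes in the table, 4 were called higher, namely ALPL, SPP1, COL10A1 and ANKH, the last with an FPKM of 6.00 in q1 and 66.7 in q3 in the authors' deposited table (q = 0.0322). Over the 12 of them with listed tests, 5 passed when adjusted over the list alone and the median was 2.70, at percentile 95.6. The median of 12 genes of cartilage matrix and chondrocytes was 0.25, below that of every random list, with 1 gene above the median of all genes. None of the 23 in the table was called, none passed when adjusted over the list alone, and 1 was higher (COL11A1) and 1 lower (MATN1) at an unadjusted p under 0.05. COL9A2 and COL11A2 had the highest mean expression, and their summed FPKM was 363 and 126 in q1 and 373 and 383 in q3. The table gives no spread between animals, and these ranks describe condition means. They do not show whether the genes of clasts, bone and hypertrophic cartilage differed in MC or in the malleus.

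**Figure D2:**
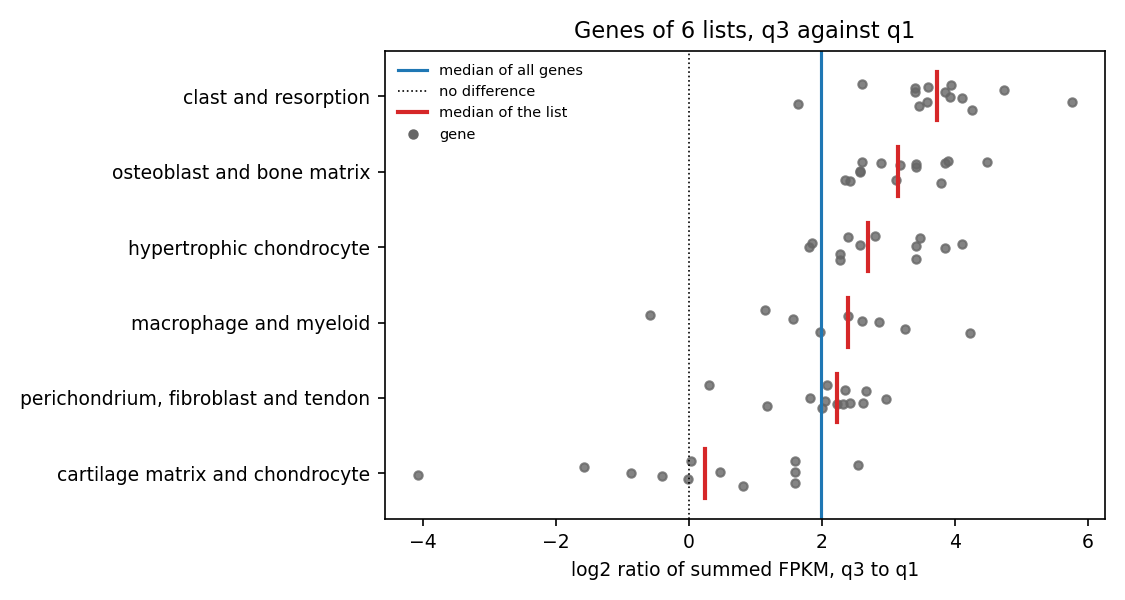
Log2 ratio of summed FPKM in q3 to that in q1 (x axis) for the genes of 6 lists (y axis), each grey point one gene, moved up or down at random to show overlapping points. Red bars mark the median of each list, from 3.73 for clast genes to 0.25 for genes of cartilage matrix and chondrocytes, the blue line the median of all genes, 1.99, and the dotted line equal FPKM.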

Our own TUNEL assays on mice middle ear regions confirm the absence of apoptotic cells during MC breakdown in this species, and our RNA-Seq results are consistent with an increase in the expression of clast-activity genes during opossum MC breakdown. Taken together, these findings suggest that while some cellular processes associated with MC breakdown may be conserved in mice and opossums (e.g. clast activity), others are likely distinct (e.g. apoptosis).

The differences between clast-mediated MC breakdown in mice, and apoptosis- and clast-mediated breakdown in opossums, are consistent with developmental systems drift [50] and/or independent DMME acquisition in placental and marsupial lineages. Both hypotheses are intriguing, and the latter is supported by fossil evidence from the Meckel's sulcus. Meckel's sulci are structurally associated with an MC–middle ear connection in many Mesozoic mammals [3,22,51]. Two stem eutherians, *Prokennalestes* [51] and *Eomaia* [52], which are related to modern placentals, have clearly preserved Meckel's sulci (figure 3) [55]. Similarly, the stem metatherian *Kokopellia* also has a distinctive Meckel's sulcus (figure 3) [56]. Enlarged Meckel's sulci are also present in the immediate outgroups of the metatherian–eutherian clade, such as the cladotherians *Peramus* [57] and *Palaexonodon* [53]. Independent studies of these stem eutherians, metatherians and their outgroups have all determined that the Meckel's sulci in these forms are for the MC, not other soft-tissue structures [51–53,55–57], which is corroborated by our own survey of the mandibles of other extant therians [49]. Thus, it can be inferred that the MC and ear were connected in basal eutherians and metatherians, and that MC breakdown occurred separately in the eutherian-placental and metatherian-marsupial lineages through at least partially distinct cellular patterns (figure 3, for an alternative scenario see the electronic supplementary material, figure S5).

**Figure 3.**
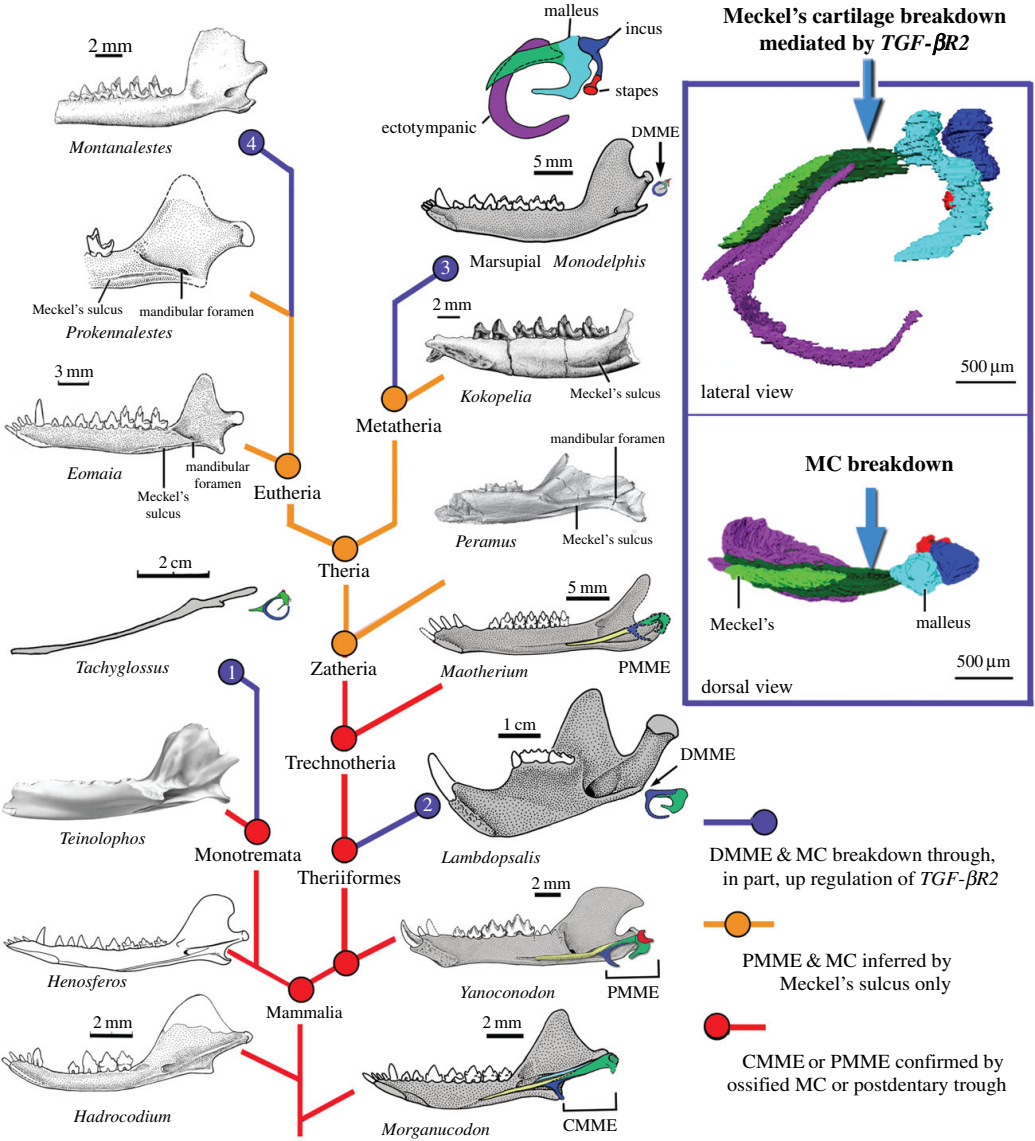
We hypothesize that DMME detachment from the jaw, via MC breakdown mediated, in part, by *TGF-βR2* upregulation (right panel), occurred independently in four lineages: extant Monotremata (Node 1), multituberculates (Node 2), and likely also in extant marsupials (Node 3) and extant placentals (Node 4) (blue nodes and lines). In ancestral mammaliaforms, the intact Meckel's element of the cynodont mandibular middle ear or of the partially mandibular middle ear (in *Yanoconodon* and *Maotherium*) is attached to Meckel's sulcus (red nodes and lines). Meckel's sulcus is therefore an indicator of MC-mediated connection between the jaw and middle ear. Meckel's sulcus is a prominent feature of zatherians (*Peramus*), and crown therians through some stem metatherians (*Kokopelia*) and eutherians (*Eomaia, Prokennalestes*). Thus, it may be inferred that zatherians and therians ancestrally had an MC-mediated connection between the jaw and middle ear (brown nodes and lines). Assuming that basal eutherians and metatherians had PMMEs, the DMME must have arisen separately in extant placentals (through increased clast activity and autophagy) and in extant marsupials (through increased clast activity and apoptosis). Phylogeny from [3,53,54].

This study also identified several genes that are significantly upregulated during MC breakdown in opossums, including *TGFBR2*. This is of note, as *TGF-β* signalling, through its receptor *TGFBR2*, has been shown to significantly impact MC and middle ear development in mouse [58,59]. 

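Of the TGF-β pathway, 3 of 25 genes in the table were called higher in q3 than in q1 and none lower. Besides TGFBR2 these were TGFBI, a matrix protein induced by TGF-β, and SMURF2, a ubiquitin ligase that acts on SMADs and TGF-β receptors. In the authors' deposited table TGFBI had an FPKM of 8.12 in q1 and 81.6 in q3 (log2 fold change 3.33, q = 0.00446), and SMURF2 one of 0.697 in q1 and 4.92 in q3 (log2 fold change 2.82, q = 0.0206). Relative to the median of tested TSS groups with a mean FPKM of at least 1, these rises were 1.23 and 0.72. Among the 19 genes of the pathway with listed tests, 6 passed when adjusted over the list alone, all higher, and they were LTBP1, LTBP2, SMURF2, TGFB1, TGFB2 and TGFBI. The median log2 ratio of the 19 was 2.30, at percentile 84.9 of random lists, and TGFBR2 is not among them because its chromosome is not listed in full. In the Wnt pathway and CCN family, WISP1 and SFRP2 of 32 genes were called higher and none lower. SFRP2, a secreted inhibitor of Wnt ligands, had an FPKM of 11.5 in q1 and 55.0 in q3 (q = 0.0438 in the authors' deposited table). Relative to the median of tested TSS groups with a mean FPKM of at least 1, its rise was only 0.16. Of the 17 with listed tests 10 passed when adjusted over the list alone, and their median log2 ratio of 2.18 was at percentile 54.9. For q2 against q1 the median over 20 genes of this list was 0.14, at -0.50 relative to that of all genes and at percentile 0.06. Among the ribosomal proteins, 15 of 24 passed when adjusted over the list alone, with a median of 2.06, at percentile 0.20. Counts of this kind test against no change and not against the shift, so they do not set a list apart. None of 21 genes of the BMP pathway in the table was called by Cuffdiff, with 2 of 13 higher (BMPR2 and ID3) at an unadjusted p under 0.05 and none passing when adjusted over the list alone, and the median was 1.20 at percentile 3.13. Between q1 and q2 Cuffdiff called no gene of these pathways, and at an unadjusted p under 0.05 TGFBR2, TGFBI and SMAD3 were higher in the TGF-β pathway and WISP1, DKK1 and SOST in the Wnt pathway.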

In mouse, *TGF-β* signalling contributes to MC patterning, and null mutations in the pathway can cause premature MC ossification such that the jaw and middle ear ossicles remain connected [34,58,59]. In fact, the phenotype of the ossified MC in *Tgfbr2^fl^*^/*fl*^*;Wnt1-Cre* mutant mice is similar to the ossified MC in some early mammals [57]. This led to the hypothesis [3,60] that changes in *TGF-β* signalling had been involved in the repeated evolution of the DMME from the ancestral jaw structure of pre-mammalian synapsids and reptiles.

To test the hypothesis that *TGF-β* signalling contributes to MC breakdown in developing opossums, we experimentally reduced *TGF-β* signalling levels and observed the impact on the opossum phenotype. The phenotype of the resulting opossums is particularly striking and is reminiscent of that of ancestral mammals. By reducing *TGF-β* signalling by protein knockdown, we eliminated the cellular apoptosis that normally marks the leading edge of MC breakdown in developing opossums, and the MC breakdown that normally separates the MC and malleus. All other DMME components have similar structures in control pups and pups in which *TGF-β* signalling has been experimentally reduced, suggesting that the reduction of *TGF-β* signalling does not significantly impact the overall rate or pattern of development. Taken together, these results suggest that *TGF-β* signalling in opossums is sufficient to drive MC apoptosis and breakdown, and the disconnection of the middle ear ossicles and jaw, with almost no obvious pleiotropic phenotypic effects on surrounding middle ear structures.

Given the striking anatomical similarities between opossum middle ear development and mammalian middle ear evolution [3,19], it is possible that similar changes in *TGF-β* signalling and apoptosis contributed to DMME evolution in at least some mammalian lineages. Furthermore, our results demonstrate that even a small change in a single signalling pathway (e.g. *TGF-β*) can trigger MC retention, and can do so without disrupting the development of other jaw and ear structures (electronic supplementary material, figure S4). The apparent ease of this transformation provides a possible explanation for the frequent gains and losses of an ossified MC in mammalian lineages proposed from study of the fossil record (figure 3; electronic supplementary material, figure S5). A recent study of tympanic membrane (TM) development shows that the TM attached to the ectotympanic and the malleus is transformed in embryogenesis by shifting of the TM precursor to the lower jaw components in mammals, in contrast to non-mammalian extant diapsids in which the TM precursor shifts its attachment to upper jaw components in embryogenesis [61]. Thus, TM development is convergent in these amniote clades. New evidence that the disconnection of the ectotympanic and malleus from the MC occurred perhaps as many as four times in mammalian evolution (figure 3), or at least three times (electronic supplementary material, figure S5), is consistent with the wider evolutionary homoplasies of the middle ears of extant amniotes.

## Supplementary Material

Supplementary Methods and Figures

## Data accessibility

RNA-seq data are archived in NCBI GEO.

How the deposited data were processed for this re-analysis (not part of the article)

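Tissue at the connection of MC and the malleus was captured by laser from 3 opossums at each of P16, P18 and P20, and its RNA was amplified and sequenced. The submitters' processing notes name TopHat, Cufflinks and Cuffdiff, and the paper's methods name the Tuxedo protocol on Galaxy. Versions, genome build, annotation and the scaling between libraries are not given in the sources used here, and coordinates are given as the authors' deposited table gives them.

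The authors deposited one table of Cuffdiff's tests per TSS group and a shorter one of the called tests, whose 294 rows equal the first rows of the other cell for cell. Its expression values are condition means in FPKM, made by the authors from the aligned reads. The p-values and q-values are those the authors deposited from Cuffdiff, the smallest p is 5e-05, and nearly every p-value has the same q-value in the 3 comparisons, so the adjustment spans them. The deposited fold change column was treated as a score, because 3551 of its cells were lost in a spreadsheet, and log2 ratios were computed from the FPKM values instead. Where both FPKM were above 0.001, the computed and the deposited ratio differed by at most 5.25e-05. Every tested TSS group had an FPKM of at least 1 in 1 or both of the conditions compared. No column holds values of a single animal, so no model could be fitted and depth per sample is unknown.

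Conditions are coded q1, q2 and q3, and neither the deposited tables, the labels nor the paper's text pairs the codes with the stages. The main table ends after 65535 rows. Called tests come first, followed by the other tests of q2 against q1 and those of q3 against q1 in the order of their identifiers, which stop after TSS5013. Values of q3 for uncalled TSS groups therefore cover 28026 of 37421 groups, and distributions and gene lists for q3 use these, with genes whose TSS groups all lie among them. The 67 called groups beyond them were counted as calls only. No p-value of an uncalled test of q3 against q2 was used here. For 38 TSS groups of 18 genes a spreadsheet had turned the gene symbol into a date, and none of these was called. Of 8484 genes with an Ensembl ID in place of a symbol, 0 matched the RefSeq table of assembly mMonDom1, and they are left unnamed.

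The tests planned for values per library could not be used. As fixed before the data were examined for a table of this kind, Cuffdiff's calls at q under 0.05 were taken as they stand, with a log2 fold change of at least 2 for the headline count. The 27 gene lists, the alternatives and the rule for named genes were fixed at the same time. The rule names every gene the paper names, the 10 called genes with the largest and the 10 with the smallest log2 fold change for q3 against q1 and for q3 against q2, and 5 of each for q2 against q1, given a symbol and an FPKM of at least 1 in both conditions. It was written for P20 against P16, P20 against P18 and P18 against P16, and was applied to the codes as q3 against q1, q3 against q2 and q2 against q1 without taking them for those stages. From each list it names the 4 called members with the smallest q-value or, with none called, the 2 with the highest mean FPKM. Lists were adjusted over their own listed tests with the Benjamini-Hochberg method, and a list's median log2 ratio was ranked among 10000 random lists of the same size drawn from 20 bins of mean FPKM. Percentiles at or below 2.5 and at or above 97.5 were taken as standing apart, over 74 combinations of list and comparison without further adjustment. Random lists do not keep the way genes of a list vary together, so such percentiles can be more frequent than these limits imply. Lists with fewer than 3 measured genes were not ranked, and a list is given as a signal outside the paper's genes from 10 measured genes on.

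The ranking of lists was tested on simulated ratios for the 9003 genes of q3 against q1. Each gene's ratio was drawn independently from the same normal distribution, so genes of a simulated list did not vary together. Of 20 simulated lists of 10 genes raised by 1.5 on the log2 scale, 19 were at or above percentile 97.5, and 16 of 20 when raised by 1. Of those raised by 0.5 only 7 of 20 were, so a list that does not stand apart can still have moved by such an amount. Of 20 lists that were not raised, 0 were at or above it and 1 was at or below percentile 2.5. Genes of a real list can vary together, so this does not give how often real lists stand apart without cause. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Alternatives covered the fold and q thresholds, filters on low FPKM, pseudocounts of 1 and 0.1, adjustment within each comparison, and centring on the median ratio.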

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

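The tests of explanations weighed here were chosen after the results were seen, while the gene lists and their ranks were planned before.

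Nearly all calls between q1 and q3 were higher in q3, and so were most tested TSS groups, with a median log2 ratio of 2.10. A few very abundant groups in q1 are argued against among those with a listed q3 value, since the 10 TSS groups with the largest q1 FPKM had a median log2 ratio of 1.95 (median absolute deviation 0.716), and none of them was lower in q3. The TSS group with the largest q1 FPKM, that of PDZD4, holds 66.5% of the summed q1 FPKM and has no q3 value in the copy used here, so its part in the shift stays open. From q1 to q2 its FPKM rose 6.72 times while the median log2 ratio of tested TSS groups with a mean FPKM of at least 1 was 0.66, which runs against this explanation for that step. A scaling difference between the conditions may account for the shift. Over 5 equal groups of the TSS groups ordered by their FPKM in q2 the medians ran from 1.68 to 2.36. The shift was thus not alike at all levels. The ribosomal proteins lay 0.075 from the median of all genes. Their median of 2.06 was nonetheless low for genes of their expression, at percentile 0.20, where random lists had 2.36. These values do not decide whether scaling is the cause. Reads of q1 in loci that the table does not list also stay open. No biological explanation was tested, because the codes are not paired with stages.

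Clast genes lay above and cartilage genes below the shift from q1 to q3, the cartilage list by a median of -1.73. A lower share of chondrocytes, as the only change, would raise the markers of all other cell types alike. The median of the clast genes exceeded that of 62 markers of other cell types (macrophage, endothelium, fibroblast, muscle, blood, nerve, epithelium, lymphoid and fat cells) by 1.62 (two-sided permutation test across genes, which are not independent replicates, p = 0.00024). The clast genes tested include MMP9, ACP5 and CTSK, which the study chose from these data. The test was not run without them. The lists pooled in these markers did not lie alike. Relative to all genes their medians ran from -2.43 for neural and Schwann genes to 0.92 for erythroid genes, against 1.74 for clast genes. The low lists enlarge the difference, so the test does not decide whether a lower share of chondrocytes raised the clast genes. Osteoblast and bone matrix genes were not among these markers. With them added the difference was 1.38 over 75 markers (same permutation test, p = 0.0008), and from the 14 osteoblast and bone matrix genes alone it was 0.58 (permutation test, p = 0.047). The cartilage genes did not lie lower by a single factor, as their interquartile range was 2.12 on the log2 scale, wider than that of 99.94% of random lists. A change in the number or activity of clasts, a differing share of malleus or bone in the captured tissue, and cartilage genes that other cells also express stay open and were not tested.

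The other signals are given as values, each a list's median log2 ratio of q3 to q1 minus that of all genes. It was 1.16 for osteoblast and bone matrix genes, with 14 of 14 members above the median of all genes. For oxidative phosphorylation it was 0.91, with 17 of 17 above. For endothelium it was 0.71 and for matrix proteases and their inhibitors 0.56. The ribosomal proteins lay at 0.075, low for genes of their expression, at percentile 0.20.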

How the results depend on the processing

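Only the settings that sum lists in another way or leave out the paper's genes were chosen after seeing the data. No paired analysis was possible because the deposited values are condition means, and for the same reason no library was left out and no count-based tool was run. Dropping the fold threshold, lowering it to 1 and a pseudocount of 0.1 changed no count of calls. At q under 0.01 the calls were 93 for q3 against q1, 9 for q3 against q2, 100 for both together and 104 over all comparisons. At q under 0.10 they were at least 419 for q3 against q1, where uncalled tests are listed in part, and 12 for q2 against q1, while q3 against q2 lists no such tests. An FPKM of at least 1 in both conditions left 12 of 21 calls for q3 against q2 and 2 of 5 for q2 against q1, and a pseudocount of 1 left 3 of those 5. Centring on the median left 36 of 268 calls for q3 against q1, 8 of 21 for q3 against q2, 42 of 280 for both together and 45 of 283 in all. These include genes listed at 0 in one condition, which centring cannot move, and those with a measured fold change were 29, 2, 30 and 30. Adjusting p-values within the comparison gave 380 calls in place of 201 among the 13485 tests of q3 against q1, and 0 in place of 5 for q2 against q1, where 295 of 14363 tests had an unadjusted p under 0.05. An FPKM of at least 1 in either condition removed no test, so p-values adjusted again gave the same 380 and 0. The 0 is bound by the smallest p deposited, 5e-05, with which a few among 14363 tests cannot pass. Other counts of calls stayed within 1.5 times. No called gene named in the text reversed, although centring took 34 of 51 values of named genes, 27 of them called, from a log2 fold change of at least 2 to under 2. It also turned both values of NKX3-2, which was not called, from positive to negative.

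For gene lists, these percentiles crossed the limits taken as standing apart. Unmatched random lists gave, for q3 against q1, 2.33 for BMP, 98.96 for hypertrophic chondrocytes, 96.98 for erythroid and 64.46 for ribosomal genes, and, for q2 against q1, 98.35 for hypertrophic chondrocytes, 98.5 for fibroblasts and 4.36 for neural genes. A mean FPKM of at least 1 gave 97.26 for matrix proteases (q3 against q1), and 97.38 for these and 97.68 for hypertrophic chondrocytes (q2 against q1). A pseudocount of 1 gave, for q3 against q1, 97.84 for hypertrophic chondrocytes, 91.9 for matrix proteases, 97.215 for endothelium and 97.28 for interferon response, and, for q2 against q1, 98.61 for fibroblasts, 97.49 for erythroid and 82.82 for interferon response. One TSS group per gene in place of the sum gave, for q3 against q1, 97.5 for the TGF-β pathway, 1.20 for proliferation, 93.98 for matrix proteases and 97.275 for endothelium, and, for q2 against q1, 98.67 for macrophages, 99.65 for hypertrophic chondrocytes, 96.59 for matrix proteases, 10.63 for neural genes and 96.835 for interferon response. For q3 against q2 the values that crossed were 18.7 for ribosomal genes with unmatched random lists, 2.405 for fibroblasts at a mean FPKM of at least 1, 91.865 for endothelium with a pseudocount of 1, 96.165 for endothelium and 0.22 for the jaw joint with one TSS group per gene, and 97.435 for clast genes without those the paper names. The osteoblast, cartilage and apoptosis lists kept their side in every setting run, as did the clast list against q1. The cause was not tested for any of these. Depth is unknown, so what it limits cannot be given.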

Differences from the paper's values

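The paper describes MMP9, ACP5 and CTSK as significantly upregulated. In the authors' deposited table none of their TSS groups was called in any comparison, with the smallest q for q3 against q1 at 0.232 for ACP5, 0.576 for CTSK and 0.649 for MMP9. These tests are per TSS group, and CTSK and MMP9 are split over 3 and 2 groups, while tests per gene were not analysed here, and the kind of test behind the paper's statement is not known. No alternative that was run called them, including p-values adjusted within the comparison and over the clast list alone. Their log2 ratios of q3 to q1 were positive, and which stage q3 stands for is not given in the sources used here. TGFBR2 and WISP1, which the paper also describes as significantly upregulated, were called in q3 against q1.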

Other observations

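Genes of energy metabolism were among those called between q1 and q3. Of 23 genes of oxidative phosphorylation in the table, 3 were called higher in q3 and none lower, and 16 of the 17 with listed tests passed when adjusted over the list alone. The p-values test against no change rather than against the shift of all genes, so such counts do not set a list apart. NDUFS1, a core subunit of complex I, had an FPKM of 2.16 in q1 and 22.8 in q3, ATP5A1, the alpha subunit of ATP synthase, 14.0 and 120, and NDUFA8, another complex I subunit, 8.99 and 72.4 in the authors' deposited table. Their list stood at percentile 99.7. In hypoxia and glycolysis 2 of 19 were called higher, LDHA, from 4.80 to 62.3, and PFKL, from 3.18 to 35.5 in the authors' deposited table, with the list at percentile 48.8, and both were also the only ones to pass of 10 adjusted over the list alone. FOS was the called member of 18 immediate early and stress genes, with an FPKM of 2.57 in q1 and 27.0 in q3 in the authors' deposited table, and that list stood at percentile 54.2. Of its 12 genes with listed tests 3 passed when adjusted over the list alone, GADD45B, IER2 and JUN. TIMP2, an inhibitor of matrix metalloproteinases, was the called member of 31 matrix proteases and inhibitors, at 3.82 and 29.9 in the authors' deposited table, and 5 of 21 passed when adjusted over the list alone. Of 23 genes of perichondrium, fibroblasts and tendon, COL5A2, LUM and COL5A1 were called higher, with log2 fold changes of 2.97, 2.42 and 2.25 in the authors' deposited table. Relative to the median of tested TSS groups with a mean FPKM of at least 1, these were 0.86, 0.31 and 0.15. Adjusted over the list alone 3 of 13 passed, and the list stood at percentile 26.1.

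The lists for processes the paper studied by staining had medians that did not stand apart between q1 and q3 in RNA. Cuffdiff called none of 22 autophagy genes in the table (5 of 17 higher at an unadjusted p under 0.05) and none of 24 proliferation genes (2 of 18 higher). Adjusted over the list alone, 1 autophagy gene, ATG5, passed and was higher in q3, and no proliferation gene passed. Their medians were at percentiles 36.1 and 6.50. The 2 genes of highest mean expression in each were LAMP1, a lysosomal membrane protein, with a summed FPKM of 16.3 in q1 and 82.8 in q3, and MAP1LC3A, an autophagosome protein, with 20.1 and 71.2, then PCNA, the sliding clamp of DNA replication, with 7.62 and 40.7, and CDC20, an activator of mitotic exit, with 10.5 and 40.2. Relative to the median of all genes their log2 ratios were 0.36, -0.16, 0.43 and -0.05. Jaw joint and first arch genes were at percentile 31.0 with none called (3 of 11 higher at an unadjusted p under 0.05) and none passing when adjusted over the list alone. NKX3-2 (Bapx1), which the paper names in its introduction, had an FPKM of 2.02 in q1 and 4.16 in q3 in the authors' deposited table (q = 0.649). Its log2 ratio was 1.04, which is -1.06 relative to the median of tested TSS groups with a mean FPKM of at least 1.

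Cartilage genes also lay low in q2 against q1, which shares q1 with q3 against q1, so values peculiar to q1 alone would give both and neither supports the other. Over 19 of them the median log2 ratio of q2 to q1 was -1.09, with 0 above the median of all genes, and it was below that of every random list. Over 15 osteoblast and bone matrix genes it was 1.74, above every random list, and 4 (BGLAP, DMP1, IBSP and SPP1) passed when adjusted over the list alone. In q3 against q2 the cartilage list was at percentile 10.1 and the osteoblast list at 12.1, while the clast list was at 99.9, with a median of 1.99 against 1.36 for all genes. It was not the only list apart in this comparison, since endothelium was at 98.4, with a median of 1.92 over 11 genes, neural and Schwann genes at 0.08 and ribosomal proteins at 0.49. Without the genes the paper names the clast list was at 97.435, just under the limit of 97.5. MATN1, a cartilage matrix protein chosen after its values were seen, had a summed FPKM of 33.6 in q1, 3.89 in q2 and 2.00 in q3.

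Lists of other cell types had few measured genes for q3 against q1. The percentiles were 98.1 for 11 endothelium genes (7 higher at an unadjusted p under 0.05), 97.8 for 5 erythroid, 58.6 for 7 skeletal muscle, 0.03 for 6 neural and Schwann, 0.06 for 6 neutrophil, 99.4 for 7 interferon response and 52.1 for 3 adipocyte genes, and none of these genes was called. Adjusted over each list alone, TIE1 (endothelium), CSF3R and MPO (neutrophil), IRF1 (interferon response) and LPL (adipocyte) passed, all higher in q3, and no gene of the erythroid, muscle and neural lists did. The neutrophil list thus holds members that rose although its median lay low. Epithelium and lymphoid lists had 1 tested gene each.

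Of the tests of hypotheses that follow, both were written before the values they measure were seen, on genes noticed among the calls. The p53 targets CDKN1A, CCNG1, SESN1, PHLDA3 and TP53INP1 were called higher in q3 than in q1. The hypothesis that p53 targets as a group lie above other genes was tested on 10 other targets, whose median lay 0.25 above that of all genes, at percentile 83.71, which does not decide it. The proton pump (V-ATPase) subunits ATP6V1A, ATP6V1H, ATP6V1G1 and ATP6V0E1 were also called higher. The same test on 4 other subunits gave a median 0.57 above that of all genes, at percentile 83.44, which with so few genes does not decide it either.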
